A study of Mus musculus with 24 samples.

How the data were processed

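Gene expression was measured by RNA sequencing in 24 libraries from primary cortical neurons of mouse embryos taken at embryonic day 16.5. The labels define each sample by the age of the culture in days in vitro (DIV), the construct the cells carried, whether they were depolarized with KCl, and a replicate number. Per the labels' protocols, the 4 DIV7 libraries were made from poly(A)-selected RNA and the 20 DIV18 libraries from total RNA after removal of ribosomal RNA.

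The deposited tables hold, per the file headers, one row per transcript with its length, effective length, estimated count and TPM, in the layout the program kallisto writes. The estimated counts are the authors' assignments of reads to transcripts and need not be whole numbers. The TPM values (transcripts per fixed library total) deposited by the authors are the same assignments scaled by effective length to a fixed sum per library, and they were used here only as weights. The effective length, deposited as a further column per the file headers, is the length over which a fragment could start and was used only for length offsets. The genome build and annotation were not stated in the labels or headers. Of the 142552 transcripts in each table, 141429 (99.2%) matched an identifier of GENCODE release M21 on build GRCm38, and 98.9% matched with the same version. The 1123 unmatched transcripts held at most 0.467% of the counts of a library and were left out. The matched transcripts fell into 55177 genes. Gene positions are those of GENCODE M21.

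Estimated counts were summed per gene and rounded to whole numbers. The total per library ran from 24536056 to 30135576 estimated counts at DIV7 and from 14510199 to 24024959 at DIV18. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (two-sided), with TMM normalisation, the low-count filter filterByExpr and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, with no minimum fold change. Where counts at an unadjusted p under 0.05 are given, a share of 0.05 of the genes tested is expected there with no true change. The DIV7 libraries were fitted alone (19822 genes tested). The DIV18 libraries were fitted together in 8 groups (20940 genes tested), so that all groups share one estimate of the spread. The common biological coefficient of variation was 6.44% at DIV7 with 2 residual degrees of freedom and 14.6% at DIV18 with 12. Values per group are TMM-normalised counts scaled to a common library total (CPM), given as mean ± SD, and standard errors of log2 fold changes were derived from the F statistic. In these fits 14 main contrasts were tested. Contrasts of addback cultures with NT, and of responses between ages, were tested in addition.

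Before the data were examined, the design, the alternatives and the gene lists were fixed. The lists were early-response genes (19), late-response genes (10), subunits of BAF-type remodelling complexes (28), markers of neurons, astrocytes, the oligodendrocyte lineage, microglia, and fibroblasts or vessels, proliferation genes, interferon-response genes and sex-linked genes. A list induced at DIV7 was taken from the DIV7 fit as the genes called higher with a log2 fold change of at least 1. Of its 557 genes, 329 entered the tests at DIV18. For 12 combinations of list and contrast, fry (limma 3.58.1) tested the list as a set, and the 12 p-values were adjusted together. The genes named in the text were Smarcc2, Smarcc1, Clca1 and 10 early-response genes, any called gene of the other lists, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall. Amigo3, Mbp, Xist, Uty, Kdm5d and Eif2s3y were named after their values were seen. For the last rule a gene needed a mean of at least 1 CPM, no overlap between the libraries of the groups compared and a symbol that is not a predicted gene.

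The tests were checked on simulated counts for all genes with a count, drawn from the real means and dispersions. In them 200 genes above a minimum mean expression changed by a log2 fold change of 1 or 2 in either direction. Smaller changes were not simulated. In the simulation of the DIV7 comparison (39819 genes), edgeR recovered 96.5% of the changed genes, and 9.39% of its calls were unchanged genes. In the simulation of KO with vector against NT at rest (41147 genes) it recovered 85.5%, with 6.56% false calls. In that of S586A against WT under KCl (41147 genes) it recovered 90.5%, with 4.23% false calls. In that of the NT response (41147 genes) it recovered 80.5%, with 6.94% false calls. Of the genes changed by a log2 fold change of 1, it recovered 93%, 74%, 84% and 65% in the same order.

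The alternatives were median-of-ratios size factors, DESeq2 1.42.0 in place of edgeR, no low-count filter, the replicate number as a block, offsets from effective lengths, a fit of only the groups compared, leaving out each library in turn where both arms kept 2, and, for the DIV7-induced list, all genes called higher at DIV7. Offsets for each library's trend with gene GC content and crossed replicate numbers in the NT groups were added after the data were seen. The closing section gives their effect.

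Replicate numbers were checked for pairing by correlating, across genes, the deviations of same-numbered libraries from their group means. For 3 comparisons with 3 numbers on each side, every same-numbered pair correlated above 0.1. The correlations were 0.11 to 0.39 between KO with vector at rest and under KCl, 0.25 to 0.41 between S586E and vector at rest, and 0.26 to 0.45 between WT and vector under KCl. Differently numbered pairs ran from -0.40 to 0.30, from -0.43 to -0.01 and from -0.40 to 0.20 in the same order. Between the vector states, resting replicate 1 correlated more with depolarized replicate 2 (0.30) than with replicate 1 (0.11). The numbers were read as paired cultures in those comparisons, less securely between the vector states. The pairing comes from the numbers in the labels and from this check. No 2 libraries of one group agreed within sampling noise: the chi-square per degree of freedom was at least 4.91 in every within-group pair, so every library counted as 1 replicate. Intervals given for count ratios cover counting error only.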

Results

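The series profiled RNA from mouse cortical neurons in culture under rest and under depolarization, and asked how loss of Smarcc2, a subunit of BAF-type chromatin remodelling complexes, and its replacement by wild-type or substituted protein changed expression. Cultures of both states were silenced overnight with tetrodotoxin at 1 µM, which blocks sodium channels, and D-AP5 at 100 µM, which blocks NMDA receptors. Depolarized cultures then received 50 mM KCl for 30 min. At DIV7, 2 resting and 2 depolarized cultures treated with 0.1% DMSO were sequenced. At DIV18 the cultures carried a non-targeting guide RNA (NT; 2 resting, 2 depolarized), or a knockout of Smarcc2 (KO) with an empty vector (3 and 3), with wild-type Smarcc2 added back (WT; 2 and 3), with the S586E substitution (3 resting) or with the S586A substitution (2 depolarized). Library totals ran from 24536056 to 30135576 estimated counts at DIV7 and from 14510199 to 24024959 at DIV18.

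The targeted gene was examined first. Smarcc2 (ENSMUSG00000025369.15; GRCm38, chromosome 10, 128459248 to 128490482, protein-coding, plus strand) was at 237 and 265 CPM in the 2 resting NT libraries (mean 251 CPM) and at 53.6 ± 9.12 CPM (SD, n = 3) in resting KO cultures with vector. Under KCl it was at 278 ± 6.50 CPM (SD, n = 2) and 52.2 ± 6.78 CPM (SD, n = 3). The log2 fold change of KO with vector against NT was -2.23 (SE 0.141, adjusted p 7.34e-08, edgeR) at rest and -2.42 (SE 0.141, adjusted p 1.96e-08) under KCl. Over the alternatives it ran from -2.37 to -1.27 at rest and from -2.53 to -1.59 under KCl. It passed in all of them (adjusted p at most 0.00165 and 1.83e-05, edgeR or DESeq2). The highest KO library with vector, at 64.1 CPM, lay below the lowest NT library, at 237 CPM. With WT added back Smarcc2 reached 786 ± 42.6 CPM (SD, n = 2) at rest and 907 ± 176 CPM (SD, n = 3) under KCl, with S586E 1225 ± 57.1 CPM (SD, n = 3), and with S586A 1322 ± 25.9 CPM (SD, n = 2). Every S586E library (1164 to 1276 CPM) lay above every resting WT library (756 to 816 CPM), and every S586A library (1303 to 1340 CPM) above every depolarized WT library (737 to 1089 CPM). Over all genes tested these differences did not pass (log2 fold change 0.64, unadjusted p 2.26e-04, adjusted p 0.114 for S586E at rest, and 0.54, unadjusted p 8.33e-04, adjusted p 0.338 for S586A under KCl, edgeR). Adjusted over the list alone, Smarcc2 was the 1 BAF-subunit gene that passed in each of them. Over the alternatives its adjusted p ran from 1.42e-08 to 0.282 for S586E and from 8.68e-07 to 0.598 for S586A (edgeR or DESeq2), with the lowest value of each in the fit with no low-count filter. For S586E it also passed with DESeq2 (0.00168) and in a fit of only the groups compared (0.0326). The paralogue Smarcc1 was not called in KO with vector against NT (adjusted p 0.755 at rest and 0.658 under KCl, edgeR). Clca1 was near the detection limit, at 0.392 ± 0.166 CPM (SD, n = 2) in resting NT cultures, and was called in no comparison.

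**Figure D1:**
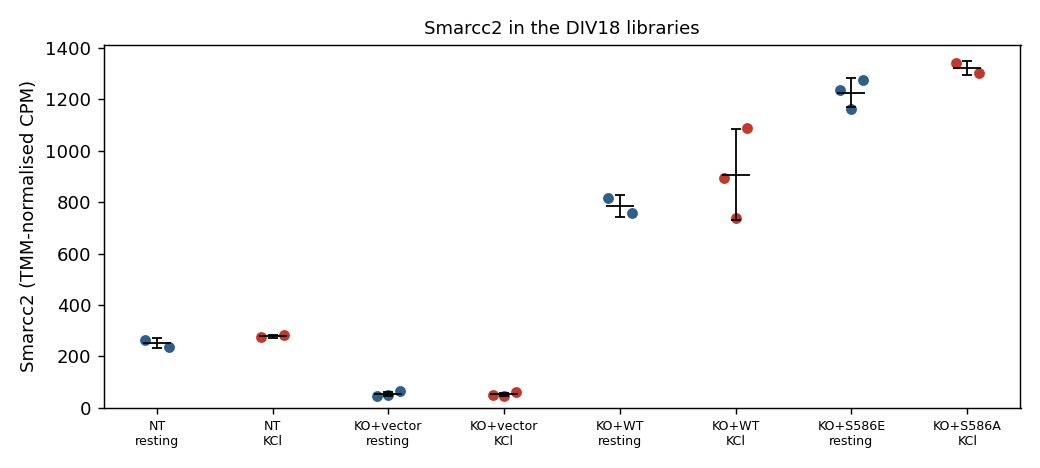
Smarcc2 in TMM-normalised CPM (vertical axis, from 0) in each DIV18 library (points; blue resting, red KCl), by group, with the mean and SD in black. The KO libraries with vector all sit at or below 64.1 CPM, the NT libraries at or above 237 CPM, and every addback library at or above 737 CPM.

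The response to depolarization was first measured at DIV7. Of 19822 genes tested, 3371 were called, 1455 higher and 1916 lower after KCl, and 557 rose and 521 fell by a log2 fold change of at least 1. DESeq2 called 1963 genes. The largest rises by the fixed rule were in Fosb (ENSMUSG00000003545.3; chromosome 7, 19302696 to 19310051, minus strand; log2 fold change 8.01, SE 0.121, adjusted p 2.01e-07, edgeR), Fos (ENSMUSG00000021250.13; chromosome 12, 85473890 to 85477273, plus strand; 7.23, SE 0.0799, adjusted p 4.42e-08) and Nr4a1 (5.77, SE 0.0806, adjusted p 1.54e-07). Fos went from 4.06 ± 0.581 CPM (SD, n = 2) to 608 ± 14.5 CPM (SD, n = 2). The largest falls were in Txnip (-4.49), Hes5 (-3.82) and Ict1os (-3.12). All 19 early-response genes were called, 18 higher, among them Egr2 (5.32) and Egr3 (0.77), and 1 lower, Amigo3 (and 19 adjusted over the list alone). Egr3 did not pass with length offsets (adjusted p 0.0502, edgeR).

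The other lists gave fewer calls at DIV7. Of the 10 late-response genes 7 were called, all higher, and 9 adjusted over the list alone. They were Pcsk1 (log2 fold change 2.32), Crem (1.87), Homer1 (1.72), Bdnf (1.12), Rgs2 (0.91), Vgf (0.74) and Nrn1 (0.38). Of the 28 BAF-subunit genes 6 were called, and 8 adjusted over the list alone. Pbrm1 (0.21) and Arid1a (0.21) were higher, and Smarcd2 (-1.12), Dpf2 (-0.47), Bicra (-0.44) and Smarcd1 (-0.30) were lower. Of the neuron list Map2 (0.20) was called higher and Tubb3 (-0.53) lower, and of the astrocyte list Slc1a3 (-0.22) and Gfap (-0.49) were called lower (2 and 3 adjusted over the list alone). The proliferation, interferon-response and sex-linked lists had 1 call each, also adjusted over the list alone: Ube2c (1.14), Irf7 (2.79) and Ddx3y (1.71, adjusted p 0.0206, edgeR). The other sex-linked genes, Xist (-0.16), Uty (0.03), Kdm5d (-0.01) and Eif2s3y (0.01), were not called, and the value of Ddx3y is uncertain where reads are shared with its paralogue Ddx3x. With length offsets Bicra, Pbrm1, Arid1a, Slc1a3 and Gfap did not pass (adjusted p 0.0665 to 0.166, edgeR), nor did Gfap with median-of-ratios size factors (0.0510), and with DESeq2 Ube2c, Ddx3y, Pbrm1 and Slc1a3 did not (adjusted p 0.0568 to 0.0856).

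At DIV18 the same stimulus gave few calls. In NT cultures 2 of 20940 genes passed the threshold, Fosb (log2 fold change 3.17, SE 0.398, adjusted p 0.00463, edgeR) and Mbd6 (1.80, SE 0.263, adjusted p 0.0187), which at DIV7 had fallen (-0.78, adjusted p 0.00124), with 906 genes at an unadjusted p under 0.05. In a fit of only the groups compared neither passed (adjusted p 0.227 for both, edgeR), nor did Mbd6 with length offsets (0.468). Fos rose from 7.38 ± 0.190 CPM (SD, n = 2) to 76.0 ± 53.0 CPM (SD, n = 2), which did not pass (adjusted p 0.0912, edgeR) but did with DESeq2 (0.00107), as did Npas4 (2.15e-05) and Egr1 (0.00327). The depolarized NT libraries differed from each other. Fos was at 113 CPM in replicate 1 and 38.5 CPM in replicate 2, and Npas4 at 53.3 and 13.1 CPM. Adjusted over the list alone, 12 of the 19 early-response genes passed, against 1 over all genes tested. None of the late-response genes passed either way.

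In KO cultures with vector, 15 genes were called, 13 higher and 2 lower. The largest rises were in Npas4 (log2 fold change 5.60, SE 0.712, adjusted p 0.00139, edgeR), Fosb (4.11, SE 0.352, adjusted p 1.25e-05) and Fos (3.80, SE 0.522, adjusted p 0.00329). Egr1, Egr4, Junb and Arc were also called higher. Pcp4 was called lower (adjusted p 0.0223, edgeR). Zc3h11a (ENSMUSG00000116275.1) also fell (-1.28, adjusted p 0.0133), but the annotation holds another gene of that symbol, and its value is uncertain where reads were split between them. Adjusted over the list alone, 15 early-response genes passed, against 8 over all genes. Leaving out single libraries gave between 5 calls, without resting replicate 1, and 10. Without that library Fos did not pass (adjusted p 0.0526, edgeR). Arc did not pass without any 1 of the libraries (adjusted p 0.0561 to 0.287). Junb passed only without depolarized replicate 3 and Pcp4 only without resting replicate 2 (adjusted p otherwise 0.0724 to 0.125 and 0.0742 to 0.165), and Zc3h11a did not pass without resting replicate 1 or depolarized replicate 1 or 3 (0.0900 to 0.143). In KO cultures with WT, 9 genes were called, 8 higher and 1 lower. Npas4 (6.63, SE 0.867, adjusted p 0.00357), Fos (4.52, SE 0.635, adjusted p 0.00567) and Fosb (4.10, SE 0.407, adjusted p 1.34e-04) rose most by the fixed rule, and Egr1, Egr2 (4.04) and Egr4 were also called higher. The size of the Egr2 rise rests on low resting WT libraries, at 0.474 and 0.0475 CPM (10 counts and 1 count). The resting vector libraries were at 1.08 to 1.85 CPM, and Egr2 rose by 1.62 with vector. Under KCl its log2 fold change between WT and vector was -0.008. In a fit of only the groups compared Npas4, Fos, Egr1, Egr2 and Egr4 did not pass (adjusted p 0.108 to 0.277, edgeR). Arc was not called with WT, but it passed with DESeq2 (adjusted p 4.51e-04), with length offsets (0.0446, edgeR) and without WT depolarized replicate 3. Lars2 was lower after KCl (-3.62, adjusted p 0.0453, edgeR), but the resting WT libraries, at 280 and 590 CPM, lay far above the resting NT and vector libraries, which reached at most 62.6 CPM, while the depolarized WT libraries were at 35.2 ± 7.70 CPM (SD, n = 3). It did not pass without any 1 of the depolarized libraries (adjusted p 0.197 to 0.265, edgeR). Adjusted over the list alone, 14 early-response genes passed, against 6 over all genes. In the depolarized WT libraries Fos ran from 32.7 to 197 CPM. Of the 15 genes called with vector, 7 were among the 9 called with WT, all in the same direction.

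**Figure D2:**
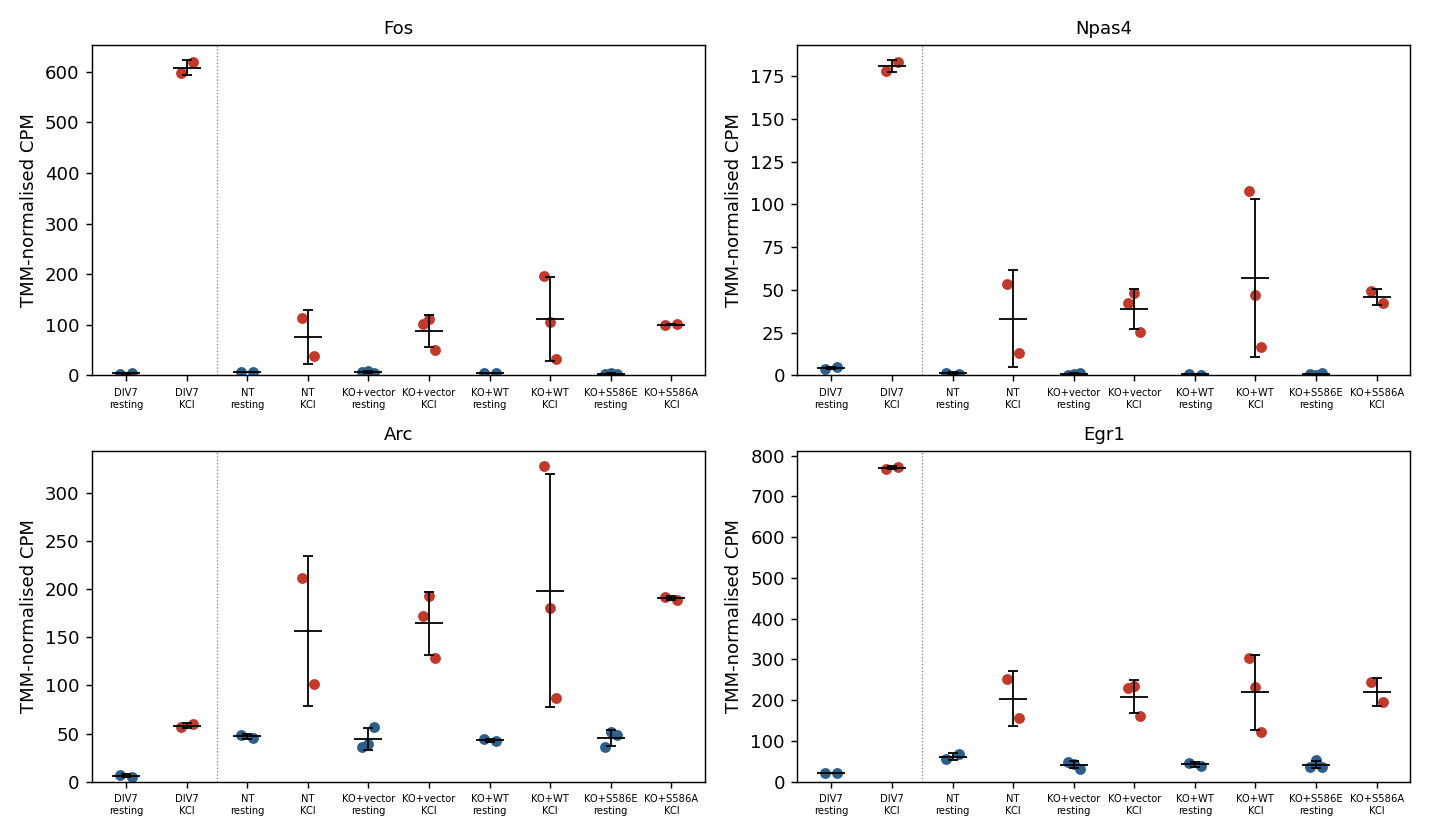
Fos, Npas4, Arc and Egr1 in TMM-normalised CPM (vertical axes, from 0) in each library (points; blue resting, red KCl), with the mean and SD in black. The dotted line parts the DIV7 from the DIV18 libraries, which were normalised apart. Fos reached 608 CPM on average at DIV7 after KCl and 76.0 CPM in NT cultures at DIV18.

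The difference between responses was then tested directly. No gene was called for the response of KO with vector against that of NT (1845 at an unadjusted p under 0.05) or of WT against vector (768 at an unadjusted p under 0.05). The early-response list had a median difference of 0.39 between the responses of KO with vector and NT (fry p 0.442, adjusted p 0.901 over 12 list tests, 16 of 19 genes higher). That value rested on single libraries: without NT depolarized replicate 2 the median was -0.04, and without replicate 1 it was 0.79. The WT response differed from that of vector by a median of 0.05 on this list (fry p 0.845, adjusted p 0.901, 11 of 19 genes higher), and by -0.34 without WT depolarized replicate 1 and 0.35 without replicate 3. On the 329 of the 557 DIV7-induced genes that entered these tests, the medians were 0.14 for vector against NT and 0.05 for WT against vector (adjusted p 0.901 for both, fry).

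Loss of Smarcc2 was compared with NT within each state. At rest 1236 of 20940 genes were called, 446 higher and 790 lower in KO with vector, of which 125 rose and 235 fell by a log2 fold change of at least 1. A fit of only the groups compared gave 225 calls, the largest move of any alternative. Without vector resting replicate 1 there were 724. Under KCl 560 genes were called, 152 higher and 408 lower. Leaving out any 1 of the 3 depolarized KO libraries with vector left between 170 and 186 calls, and DESeq2 gave 918. The 2 comparisons share no library. They had 241 called genes in common, against 33.1 by chance (Fisher's exact test, two-sided, p 2.65e-149, across genes, which are not independent replicates), and all 241 moved in the same direction. Same-numbered vector cultures deviated together in the 2 states, which the chance value leaves out.

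At rest the largest rises by the rule were in Nudc-ps1 (log2 fold change 3.06, adjusted p 0.0102, edgeR), Alkal2 (2.85, adjusted p 0.00191) and Erich3 (2.49, adjusted p 1.87e-04). Nudc-ps1 is named as a pseudogene, and its value is uncertain where reads are shared with a parent gene. The largest falls were in Sox10 (ENSMUSG00000033006.10; chromosome 15, 79154908 to 79165240, minus strand), Pdgfra (ENSMUSG00000029231.15; chromosome 5, 75152292 to 75198215, plus strand; -5.18, adjusted p 9.53e-04) and Bcas1 (-3.90, adjusted p 0.00787). Bcas1 did not pass with length offsets (adjusted p 0.0839, edgeR), nor Nudc-ps1 in a fit of only the groups compared (0.141). Sox10 had 248 counts in the NT libraries and 0 in the 3 KO libraries with vector, so it was at least 97.1-fold lower. Under KCl the largest rises were in Malrd1, Nudc-ps1 (2.91) and Rps6-ps1 (2.88), the last of which is also a pseudogene of uncertain value. Malrd1 had 3 counts in the NT libraries and 109 in KO with vector, a ratio of 28.0 with a 95% counting interval of 9.32 to 138. The largest falls were in Aqp4 (-3.38), Pdgfra (-3.33) and Il11ra2 (-2.90). Pdgfra was at 1.42 CPM in one depolarized NT library and 13.5 CPM in the other. None of Aqp4, Pdgfra, Il11ra2 and Nudc-ps1 passed when any 1 depolarized vector library was left out (adjusted p 0.0539 to 0.105, edgeR), and Rps6-ps1 did not without replicate 1 (0.0572). With length offsets Aqp4 did not pass (0.111), nor Il11ra2 in a fit of only the groups compared (0.0512). Of the BAF-subunit list 5 genes were called at rest (7 adjusted over the list alone). Besides Smarcc2 these were Smarce1 (0.45), Arid1a (0.41) and Smarcd3 (0.52), which were higher, and Brd9 (-0.36), which was lower. Arid1a, Smarcd3 and Brd9 did not pass without vector resting replicate 1 (adjusted p 0.0771, 0.127 and 0.111, edgeR) or replicate 2 (0.0556, 0.117 and 0.0672), and Brd9 did not without replicate 3 (0.0959) or without the low-count filter (0.0665). In a fit of only the groups compared none of Smarce1, Arid1a, Smarcd3 and Brd9 passed (0.0778 to 0.172), and with length offsets only Arid1a of these did (0.113 to 0.258 for the others). Under KCl 2 were called, Smarcc2 and Smarca2 (-0.51), and 3 adjusted over the list alone. Smarca2 did not pass without vector depolarized replicate 3 (adjusted p 0.0783, edgeR) or with length offsets (0.195). Of the late-response list Rgs2 was called at rest (0.98, adjusted p 0.0102, edgeR), and 2 genes passed adjusted over the list alone.

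The early-response list did not move with the knockout past the threshold, and 0 of its 19 genes were called in either state, also adjusted over the list alone. Its median log2 fold change was -0.10 at rest and 0.11 under KCl (adjusted p 0.901 for both, fry over 12 tests), and the latter went from -0.34 to 0.69 depending on which NT depolarized library was left out. The 329 genes of the DIV7-induced list had medians of -0.03 and 0.10 (adjusted p 0.901 for both).

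Adding back WT was compared with the empty vector in the KO cultures. At rest 3 genes were called: Smarcc2 (log2 fold change 3.88, adjusted p 8.06e-12, edgeR), Pgk1 (ENSMUSG00000062070.12; chromosome X, 106187100 to 106203699, plus strand; -1.14, adjusted p 1.93e-05) and Fras1 (-1.01, adjusted p 0.0154), with 2316 genes at an unadjusted p under 0.05. Without the low-count filter 604 genes were called, and without vector resting replicate 3 there were 23. Fras1 did not pass with length offsets (-0.53, adjusted p 0.608, edgeR), in a fit of only the groups compared (0.167) or without vector resting replicate 1 (0.109). Under KCl 2 genes were called, Smarcc2 (4.12) and Pgk1 (-1.47), with 835 genes at an unadjusted p under 0.05. Of the 1235 genes other than Smarcc2 called between KO with vector and NT at rest, 1199 (97.1%) moved in the opposite direction with WT at rest. Both comparisons use the resting vector libraries. In 20 simulations in which WT had the same means as vector, the share was 64.3% (61.8 to 65.4%). The simulated shares were over a median of 2007 genes, so the gene sets differ. Each gene was drawn independently, so their range leaves out deviations that many genes share.

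The substituted constructs were compared with WT and with vector. S586E against WT at rest gave 0 called genes (2696 at an unadjusted p under 0.05), and S586A against WT under KCl gave 0 (1824 at an unadjusted p under 0.05). Without the low-count filter 782 and 225 genes were called in these comparisons, and with DESeq2 331 and 18. The early-response list had a median log2 fold change of -0.07 in S586E against WT (8 of 19 genes higher) and of -0.02 in S586A against WT (9 of 19 genes higher; adjusted p 0.901 for both, fry). The latter was -0.29 without WT depolarized replicate 3 and 0.44 without replicate 1. The DIV7-induced list had a median of -0.01 in S586E against WT (adjusted p 0.901, fry) and of -0.14 in S586A against WT (p 0.0885, adjusted p 0.901, 211 of 329 genes lower). Against vector, S586E gave 4 called genes: Smarcc2 (4.52), Dact2 (0.58, adjusted p 0.0202, edgeR), Srebf2 (0.52, adjusted p 0.0165) and Pgk1 (-1.51, adjusted p 2.11e-08). The replicate block was fitted over all 20 DIV18 libraries, with an effect per number shared by all groups. No fit paired only the vector and S586E cultures. With the block 14 genes were called, and 3 with the block and GC-trend offsets together. Without vector resting replicate 3 there were 16, and without replicate 1 or 2 there were 2. Dact2 and Srebf2 did not pass without vector replicate 1 (adjusted p 0.177 for both, edgeR), without vector replicate 2 (0.0852 and 0.160) or without S586E replicate 1 (0.104 for both), nor did Dact2 without S586E replicate 2 or 3 (0.132 and 0.0739). They did not pass with length offsets (0.340 and 0.0840) or in a fit of only the groups compared (0.296 for both). S586A against vector gave 2, Smarcc2 (4.66) and Pgk1 (-1.26, adjusted p 4.02e-06).

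**Figure D3:**
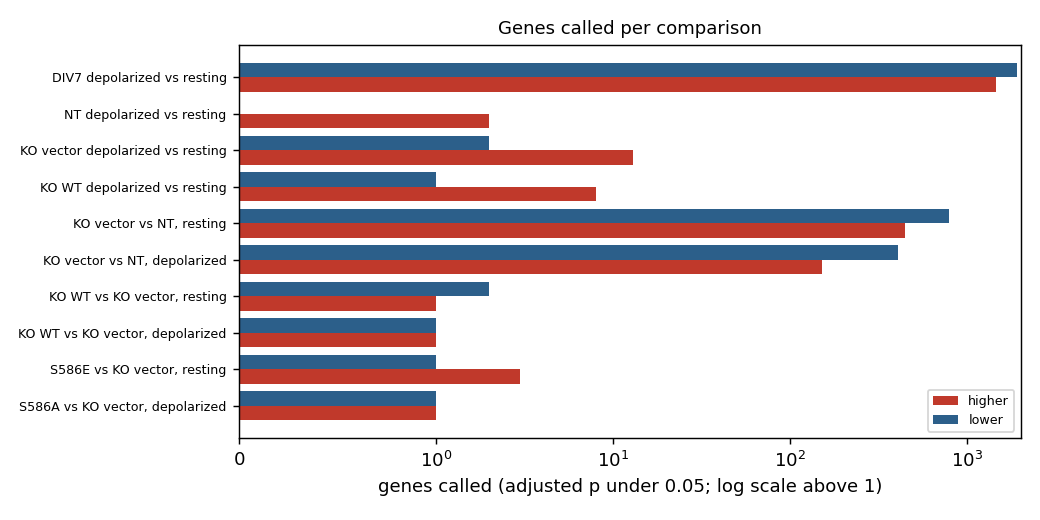
Number of genes called at an adjusted p under 0.05 (horizontal axis, log scale above 1), higher in red and lower in blue, for each comparison with at least 1 call. The DIV7 response (3371 genes) and the comparisons of KO with vector against NT (1236 and 560 genes) exceeded all others, which had at most 15.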

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

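The test of the difference between ages and that with GC-trend offsets were chosen after the separate responses had been seen.

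In a joint fit of the DIV7 and NT DIV18 libraries, 494 of 21072 genes responded differently to KCl at the 2 ages (edgeR interaction test), 127 with a more positive log2 fold change at DIV7 and 367 with a more negative one. Egr1 differed by 3.46 (adjusted p 3.63e-04), Nr4a1 by 4.23 (adjusted p 0.00163) and Fos by 3.86 (adjusted p 0.0178), each higher at DIV7. Npas4 did not differ past the threshold (0.67, adjusted p 0.818), nor did Arc (1.49, adjusted p 0.113). Arc did differ from the response of KO with vector (1.35, adjusted p 0.0327, edgeR), but not from that of KO with WT (1.04, adjusted p 0.489). Mbd6 went the other way, lower at DIV7 by a difference of -2.59 (adjusted p 0.00270, edgeR) from NT and of -1.97 and -2.42 from KO with vector and with WT. One depolarized NT library had weaker induction, but it is not the whole source: 721 genes differed between DIV7 and the response of KO with vector, which does not use it, and 306 of them were among the 494. With the response of KO with WT, 452 genes differed, 282 of them among the 494, but Fos did not pass there (2.73, adjusted p 0.212, edgeR). These tests share the DIV7 libraries, so part of each overlap is built in, and no chance value was computed for it. A trend with GC content is not the whole source either, since 402 genes were called after it was removed, of which 384 were among the 494. The DIV7 libraries were poly(A)-selected and treated with DMSO and the DIV18 libraries were made from total RNA, so age and library type cannot be told apart for these 494 genes. A difference in maturity remains open and untested.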

How the results depend on the processing

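The GC-trend offsets and the crossed numbers were chosen after the data were seen, and the other alternatives before. Unless a value below shows it, the cause was not tested.

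Removing the low-count filter raised the DIV18 counts of calls more than any other alternative did. The NT response went from 2 to 192 genes, that of KO with vector from 15 to 515 and that of WT from 9 to 196. KO with vector against NT went to 2016 at rest and 1437 under KCl, WT against vector to 604 and 127, S586E against WT to 782, S586A against WT to 225, S586E against vector to 315 and S586A against vector to 531. The response differences went from 0 to 448 (vector against NT) and 116 (WT against vector). Almost none of the extra calls were genes the filter had removed: in the response of KO with vector, 2 of 515 were. The cause lies in the estimate of the spread. With the filter edgeR gave 6.42 prior degrees of freedom at DIV18, and without it an infinite number, so that every gene took the trended spread. In simulated counts for S586A against WT, 33.5% of the calls without the filter were unchanged genes, against 4.23% with it.

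DESeq2 gave 1963 genes at DIV7, 15 for the NT response, 48 and 27 for those of vector and WT, 918 for KO with vector against NT under KCl, 193 and 6 for WT against vector, 331 and 18 for S586E and S586A against WT, 54 and 252 for them against vector, and 4 for the response of vector against NT. Length offsets gave 1 gene for the NT response, 682 and 278 for KO with vector against NT, 1 for S586E against WT and 2 for S586E against vector. Fits of only the groups compared gave 0 genes for the NT response, 5 for that of WT, 225 for KO with vector against NT at rest, 43 and 22 for S586E and S586A against WT, and 1 for the response of vector against NT. Size factors by median of ratios kept every count within 1.5 times. GC-trend offsets gave 10 genes for WT against vector at rest and 3 for S586E against WT, and kept the other counts of unpaired comparisons within 1.5 times. Together with the replicate block in the paired comparisons they gave 20 genes for the response of vector, 2 for WT against vector under KCl and 3 for S586E against vector, where the block alone gave 16, 2 and 14.

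With the replicate block 5857 genes were called at DIV7, 8 for the NT response, 36 for WT against vector at rest, 43 and 1 for S586E and S586A against WT, and 14 for S586E against vector. It moved no other count of calls by over 1.5 times. With it Smarcc2 passed in S586E and S586A against WT (adjusted p 0.0487 and 0.0112, edgeR), Fos, Npas4 and Egr1 in the NT response (0.00500 to 0.00519) and Arc in the WT response (0.0339), where Lars2 did not (0.0511). Except for S586E against vector, these comparisons have 2 same-numbered pairs, too few to read the numbers as pairs. The correlations were 0.31 at DIV7, -0.22 between the NT states, -0.22 to -0.11 between the WT states, 0.11 to 0.30 between vector and WT at rest, 0.11 to 0.34 between WT and S586E, and -0.16 to 0.18 between WT and S586A. Pairing of resting WT with vector and S586E therefore stays open. With the NT numbers crossed, 6 genes were called.

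Leaving out single libraries gave 5 to 10 genes for the response of vector, 8 to 12 for WT, 724 to 1031 and 170 to 186 for KO with vector against NT, 2 to 23 and 2 to 4 for WT against vector, 0 to 1 for S586E against WT, 2 to 16 for S586E against vector (16 without vector resting replicate 3) and 2 to 3 for S586A against vector. It gave 0 throughout for S586A against WT and for both response differences. For S586A against WT and the response of WT against vector, the early-response medians ran from -0.29 to 0.44 and from -0.34 to 0.35. The DIV7 comparison and the NT response, with 2 libraries per arm, were not refitted in this way, because both arms had to keep 2 libraries.

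The list medians without single libraries, given as values with no test where 1 library remained in an arm, ran as follows. For the early-response list they ran from -0.231 to -0.0836 for KO with vector against NT at rest, from -0.34 to 0.69 under KCl, from -0.210 to -0.00829 for S586E against WT and from -0.0420 to 0.794 for the response of vector against NT. For the DIV7-induced list they ran from -0.0738 to 0.0473, from 0.0187 to 0.168, from -0.0851 to 0.0923 and from 0.0469 to 0.205 in the same comparisons, from -0.263 to -0.0394 for S586A against WT and from 0.0272 to 0.128 for the response of WT against vector. With all genes called higher at DIV7 in place of that list, the median was 0.0455 (p 0.00112, fry, unadjusted here and in the next values) for S586E against WT, reversed from -0.01, -0.0580 (p 3.12e-04) for S586A against WT and 0.0508 (p 0.0146) for the response of WT against vector.

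The share of knockout effects opposite with WT was 98.0% for the 200 genes with the smallest p and 95.7% with the replicate block, and ran from 96.8 to 98.0% without single libraries. Of 100 results for named genes, 48 kept their call under every alternative run, and 52 changed: 45 became weaker, 7 stronger and 0 reversed. With totals from 14510199 to 24024959 counts and 2 or 3 libraries per group, some true changes were missed in simulated data: 80.5% of the changed genes were recovered for the NT response and 85.5% for KO with vector against NT at rest. At a log2 fold change of 1 these shares were 65% and 74%. Real genes called between KO with vector and NT at rest had a median absolute log2 fold change of 0.65, below the smallest simulated change.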

Other observations

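The tests of GC content, the oligodendrocyte-lineage share, the vector as a source of Pgk1 and the pseudogenes were chosen after the results had been seen. The length offsets were among the alternatives fixed beforehand. Their use here as a test of differences between libraries in a gene's effective length was chosen afterwards.

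Several technical explanations were weighed for the 1236 genes called between KO with vector and NT at rest. Genes called higher had a median GC content of 48.8% and genes called lower one of 54.0%. After each library's GC trend was removed 1238 genes were called, and 1056 of the original genes were among them. Length offsets gave 682 calls, 613 of them among the original genes, and thinning every library to the lowest total left 1157. Neither GC content, library size nor a difference between libraries in a gene's effective length is the whole source. The length offsets were scaled within each gene, so they cannot test a library's trend from short to long genes. That trend stays open.

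Cell composition was weighed with the marker lists. In KO with vector against NT at rest, 4 of 8 oligodendrocyte-lineage genes were called lower (Sox10, Pdgfra, Cspg4 at -2.65 and Olig1 at -2.40), with a median log2 fold change of the list of -1.78, also with Sox10 at its bound, and 4 adjusted over the list alone. So were 3 of 8 proliferation genes, Mki67 (-3.73), Cdk1 (-3.20) and Top2a (-3.15), with a median of -2.42 and 6 adjusted over the list alone. The astrocyte list fell by a median of 0.70, with 1 of 8 called, Aldoc (-1.11). That fall rested much on vector replicate 3, where the list summed to 134 CPM against 478 and 414 CPM in the other vector libraries and 580 and 558 CPM in NT: without it the median was -0.42, and without NT replicate 1 it was -0.43. The neuron list had a median of 0.05, with 0 called. Of the microglia list 3 genes were tested (median -1.14, 1 called, Csf1r at -1.31), and neither the fibroblast and vessel list (0.08), the interferon list (0.01) nor the sex-linked list (0.06) had a called gene. The microglia median was -0.51 without NT replicate 1 and -1.51 without NT replicate 2. Pdgfra was at 25.0 CPM in resting NT cultures and 0.661 CPM with vector. Mbp, the most abundant gene of the oligodendrocyte-lineage list, was not called (0.25, adjusted p 0.332, edgeR). Top2a, Cdk1 and Csf1r did not pass without vector replicate 1 (adjusted p 0.0643, 0.0902 and 0.0782, edgeR) or replicate 2 (0.0540, 0.0532 and 0.0638), nor did Cdk1 without replicate 3 (0.0580). In a fit of only the groups compared Olig1, Cdk1, Csf1r and Aldoc did not pass (0.0547 to 0.152), and with length offsets Top2a, Csf1r and Cdk1 did not (0.0582 to 0.223).

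Under KCl 3 of the 8 oligodendrocyte-lineage genes, Pdgfra, Olig1 (-2.57) and Olig2 (-2.18), and 2 of the 8 astrocyte genes, Aqp4 and S100b (-1.46), were called lower, and all 8 astrocyte genes adjusted over the list alone. No proliferation gene was called (median -1.34, 2 adjusted over the list alone). The proliferation list summed to 24.3 CPM in NT replicate 2 and 6.11 CPM in NT replicate 1, against 4.30 to 4.98 CPM with vector, and without NT replicate 2 its median was -0.42. Without that library the oligodendrocyte-lineage median went from -1.38 to -0.60 and the astrocyte median from -1.34 to -0.82. All 8 neuron genes were lower (median -0.18), and 1 was called, Snap25 (-0.36, adjusted p 0.0467, edgeR). Pdgfra, Aqp4, Olig1, Olig2 and Snap25 did not pass when any 1 depolarized vector library was left out (adjusted p 0.0599 to 0.160), nor did S100b without replicate 1 or 2 (0.105 and 0.0896). Olig2, Snap25 and Aqp4 did not pass with length offsets either (0.0654 to 0.119).

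A smaller share of oligodendrocyte-lineage cells as the whole source of the resting calls is argued against. The list stayed low in the resting addback cultures, with medians against NT of -1.61 with WT and -1.45 with S586E. Under KCl, where the median of vector against NT was -1.38, it lay higher than with vector. The medians there were 0.67 with WT (6 of 8 genes higher) and 0.42 with S586A (5 of 8). If that share were the source at rest, the genes called at rest would stay shifted too. The 1231 genes called at rest outside the list had a median shift away from NT of 0.65 with vector and 0.32 with WT, so that 48.3% was left (39.7 to 57.7% in 10 fits that each left out 1 resting library), against 88.7 to 91.6% in 20 simulations in which WT had the means of vector. Each gene was drawn independently in those simulations, so their range leaves out deviations that many genes share. The oligodendrocyte-lineage list itself kept 90.8% of its fall with WT (73.7 to 114% in the 10 fits). With S586E the separation was not seen in these genes, with 74.8% left and 81.8% for the list. For the 556 genes called under KCl, chosen without any resting library, 33.4% was left with S586E (28.5 to 48.1% in those fits) and 75.1% with WT. With an oligodendrocyte-lineage covariate in the fit, 73 genes were called at rest in place of 1236. That fit cannot decide the question, since 20 permuted covariates left 1 to 826 calls, with a median of 3.5. A contribution of cell composition to part of the calls stays open, and only the oligodendrocyte-lineage share was tested as the whole source. No explanation was tested for the fall of the list itself.

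The opposite movement with added Smarcc2 was tested between states, where no library is shared. Of the genes called between KO with vector and NT at rest, 87.4% moved in the opposite direction with WT under KCl and 73.7% with S586A under KCl. Of those called under KCl, 68.2% did so with WT at rest and 96.1% with S586E at rest. Without replicate 3 of every group, the first share was 89.8%, and the last, with S586E, went down to 82.4% (336 of 408 genes). With GC-trend offsets the first share was 87.0%. The first share lies above the 65.4% reached at most, over larger gene sets, by simulations in which the vector libraries were shared outright. The 68.2% lies close to it. Those simulations drew each gene independently, so they set no bound for deviations of the vector cultures that many genes share. Such deviations stay open as a source. The shares argue against GC content as the whole source. They also argue against a batch or strain difference between NT and KO-derived cultures as the whole source of the knockout calls, since the addback cultures are KO-derived too. For S586A the share was 70.6% with the offsets. Same-numbered vector cultures deviated together in the 2 states, so the states are not fully independent. The astrocyte list, lower with vector than in NT, was higher with every addback construct than with vector. Its medians against vector at rest were 0.37 with WT (5 of 8 genes higher) and 0.30 with S586E (7 of 8). Under KCl they were 0.38 with WT and 0.58 with S586A (8 of 8 genes higher for both). The astrocyte share was not tested as a source and stays open. A partial return toward NT expression with added Smarcc2 may be involved, as a hypothesis. It would be incomplete: against NT at rest 583 genes were still called with S586E (3 libraries) and 22 with WT (2 libraries), where vector gave 1236. S586E against WT itself gave 0 called genes at rest (2696 at an unadjusted p under 0.05).

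Processed pseudogenes behaved differently. They were 2.95% of the genes tested, 10.3% of those called higher in KO with vector at rest and 20.4% (31 of 152) under KCl. Of the 16 genes called higher in WT than in NT at rest, 13 (81.2%) were processed pseudogenes, as were 9 of 16 (56.2%) under KCl, but with S586E at rest the share was 16.1% (35 of 218). Their median log2 fold change against NT at rest was 0.47 with vector, 0.17 with WT and 0.31 with S586E. Under KCl it was 0.34 with vector and 0.29 with WT, with 415 and 446 of 618 higher. A batch or strain difference between NT and KO-derived cultures could give such calls, and the values under KCl and with S586E go with it. The lower median with WT at rest does not, and reads shared with parent genes were not separated, so this cannot be told apart from an effect of the construct.

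Pgk1 was lower with every addback construct than with vector. On transcript Pgk1-201 it was at 1274 ± 29.1 CPM of the library total (SD, n = 3) in resting vector cultures, 540 ± 48.8 (SD, n = 2) in NT, 568 ± 42.5 (SD, n = 2) with WT and 431 ± 26.4 (SD, n = 3) with S586E. A general change in glycolysis genes as the source of the Pgk1 values is argued against, since 15 other glycolysis genes moved in the other direction. At rest all 15 were lower with vector than in NT (median log2 fold change -0.37, highest -0.016, 6 called). With WT at rest all 15 were higher than with vector (median 0.37, lowest 0.038, 0 called). Pgk1 was higher with vector than in NT (log2 fold change 1.24), which a Pgk1 sequence carried by the empty vector could give. The vector's sequence was not analysed here, so this cannot be told apart from a change in the cellular gene.

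In addback cultures the Smarcc2 counts sat on some transcripts only. Smarcc2-203 was at 463 ± 6.67 CPM of the library total (SD, n = 2) with WT at rest and 30.2 ± 7.43 (SD, n = 2) in NT, whereas Smarcc2-202, at 145 ± 14.9 (SD, n = 2) in NT, was at 11.3 ± 5.21 (SD, n = 2) with WT and 24.3 ± 4.71 (SD, n = 3) with vector. No biological explanation was tested. The Lars2 call rests on transcript Lars2-209, which was at 331 ± 165 CPM of the library total (SD, n = 2) in resting WT cultures and at 0 in all 3 depolarized ones. It was also at 0 in both resting NT libraries and in 2 of the 3 S586E libraries (152 in the other), and at 0.552 ± 0.487 (SD, n = 3) in resting vector cultures. The resting WT libraries therefore stood apart from the other resting groups at DIV18, and the call is not shown to be an effect of KCl.

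Each comparison of 3 libraries against 3 was repeated over all 10 splits of its 6 libraries, in fits of those libraries alone, a number too small to reach a share under 0.05. For the response of KO with vector, 1 of the 10 splits, the real one, gave as many as its 15 genes. For WT against vector under KCl, 1 of the 10, the real one, gave as many as its 3. For S586E against vector, 2 of the 10 gave as many as its 3. The other one gave 6 genes and set vector replicate 1 with S586E replicates 1 and 2 against the rest, which keeps 2 of the 3 replicate numbers together. With the replicate block over all 20 libraries the comparison gave 14 genes. Among the 4 splits that part all 3 pairs, the real one gave the most calls in each comparison. For WT and S586E against vector those calls include Smarcc2, which the construct adds, and Pgk1. The Smarcc2 call was fixed in advance there, so the splits of these comparisons say little about other genes.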
